# Zinc transporter ZIP7 is a novel determinant of ferroptosis

**DOI:** 10.1038/s41419-021-03482-5

**Published:** 2021-02-19

**Authors:** Po-Han Chen, Jianli Wu, Yitong Xu, Chien-Kuang Cornelia Ding, Alexander A. Mestre, Chao-Chieh Lin, Wen-Hsuan Yang, Jen-Tsan Chi

**Keywords:** Necroptosis, Transcriptomics, Apoptosis

## Abstract

Ferroptosis is a newly described form of regulated cell death triggered by oxidative stresses and characterized by extensive lipid peroxidation and membrane damages. The name of ferroptosis indicates that the ferroptotic death process depends on iron, but not other metals, as one of its canonical features. Here, we reported that zinc is also essential for ferroptosis in breast and renal cancer cells. Zinc chelator suppressed ferroptosis, and zinc addition promoted ferroptosis, even during iron chelation. By interrogating zinc-related genes in a genome-wide RNAi screen of ferroptosis, we identified *SLC39A7*, encoding ZIP7 that controls zinc transport from endoplasmic reticulum (ER) to cytosol, as a novel genetic determinant of ferroptosis. Genetic and chemical inhibition of the ZIP7 protected cells against ferroptosis, and the ferroptosis protection upon ZIP7 knockdown can be abolished by zinc supplementation. We found that the genetic and chemical inhibition of ZIP7 triggered ER stresses, including the induction of the expression of *HERPUD1* and *ATF3*. Importantly, the knockdown of *HERPUD1* abolished the ferroptosis protection phenotypes of ZIP7 inhibition. Together, we have uncovered an unexpected role of ZIP7 in ferroptosis by maintaining ER homeostasis. These findings may have therapeutic implications for human diseases involving ferroptosis and zinc dysregulations.

## Introduction

Ferroptosis is a novel form of regulated cell death^1,2^ with distinct morphological, genetic, and biochemical features. Ferroptosis was first described as a death mechanism by which erastin-induced cell death^3^. Erastin was found to be an inhibitor of xCT (encoded by *SLC7A11)*, a cystine importer in exchange for glutamate export. Therefore, erastin blocked cystine import, deplete intracellular glutathione, resulting in the accumulation of lipid-based reactive oxygen species (ROS), membrane damage, and ferroptotic death. The lipid peroxidation can be neutralized by two different mechanisms of ferroptosis protection, either GPX4 (glutathione peroxidase 4) or ferroptosis suppressor protein 1 (FSP1). GPX4 is a phospholipid hydroperoxidase that utilizes GSH as a co-factor to neutralize ROS^2^. Therefore, ferroptosis can also be triggered by either the depletion of GSH or direct inhibition of GPX4. Reciprocally, the activation of NRF2 and GSH generation can robustly protect cells from ferroptosis^4,5^. Recently, FSP1 is discovered as a new ferroptosis protection mechanism via CoQ_10_ as a lipophilic radical-trapping antioxidant^6,7^.

As the name implies, one canonical feature of “ferroptosis” is the iron-dependency. The iron chelator blocked ferroptosis and the addition of iron sensitized cells to ferroptosis. The hemochromatosis hepatocytes^8^ and erythrocyte-ingested macrophages^9^, with elevated iron levels, are highly susceptible to ferroptosis. Furthermore, many genetic determinants of ferroptosis regulate ferroptosis by affecting iron metabolism^10–12^. Indeed, a recent report has identified the transferrin receptor as a biomarker of ferroptosis^13^. While the role of iron in ferroptosis is well recognized, much remains unknown regarding the underlying mechanisms. Iron is postulated to promote lipid peroxidation and ferroptosis via the non-enzymatic Fenton reaction that amplifies ROS^14^.

Other than iron, it is not clear whether any other transition metals also regulate ferroptosis. In the original ferroptosis study that revealed the essential role of iron^1^, several different metals, including manganese, nickel, cobalt, or copper, were also tested together with iron, but their effects on ferroptosis were limited. Here, we show that ferroptosis sensitivity is also significantly affected by zinc, a divalent metal ion crucial for many biological processes^15^. We found that zinc chelator protected ferroptosis, and zinc addition promoted ferroptosis. Since zinc itself cannot move across the membrane, its movement among different cell compartments is controlled by two classes of transporters: the SLC39 family (ZIP, Zrt-like, and Irt-like protein family members) and SLC30 (ZNT, zinc transporter) family^16^. SLC39 family members transport zinc into the cytosol from either the extracellular space or intracellular stores such as the endoplasmic reticulum (ER). In contrast, the SLC30 family members mediate zinc efflux from the cytosol to other cellular compartments^17^. Among these zinc transporters, we found ZIP7, a member of the *SLC39* transporter that promotes cytosolic zinc levels, was essential for ferroptosis. The genetic knockdown and chemical inhibition of ZIP7^18^ conferred robust ferroptosis protection. Mechanically, ZIP7 inhibition triggers the ER stress response, especially the induction of HERPUD1, which contributes to ferroptosis protection. Together, these data revealed the unexpected role of zinc and ZIP7 in regulating ferroptosis via organellar communication between ER and nuclei.

## Results

### Manipulations of zinc affected ferroptosis sensitivity

Ferroptosis is a newly recognized form of regulated cell death. As the name of ferroptosis indicates, this form of regulated cell death is an iron-dependent process. Therefore, ferroptosis can be blocked by iron chelators, such as deferoxamine (DFO). Also, excessive iron in cells promotes ferroptosis. In the original ferroptosis study^1^, iron was tested together with manganese, nickel, cobalt, or copper. Only iron was shown to affected erastin sensitivity. However, the role of zinc was not examined. To determine the potential of zinc in regulating ferroptosis, we used erastin to induce ferroptosis in two ferroptosis-sensitive cell lines MDA-MB-231 and HT-1080. We then treated them with the chelators of either iron (DFO) or zinc (N,N,N′,N′-Tetrakis(2-pyridylmethyl)ethylenediamine, TPEN). As expected, DFO significantly rescued erastin-induced ferroptosis (Fig. 1A). Surprisingly, zinc chelator TPEN also protected cells from erastin-induced death in MDA-MB-231 cells (Fig. 1A). Although HT-1080 was sensitive to TPEN under normal conditions, TPEN also significantly rescued erastin-mediated cell death (Fig. 1B). Conversely, the addition of zinc chloride (ZnCl_2_), similar to ferric citrate (FC), significantly sensitized cells to ferroptosis (Fig. 1C). This observation is consistent with a recent paper showing zinc toxicity killed A549 lung cancer cells via ferroptosis^19^.

**Fig. 1:**
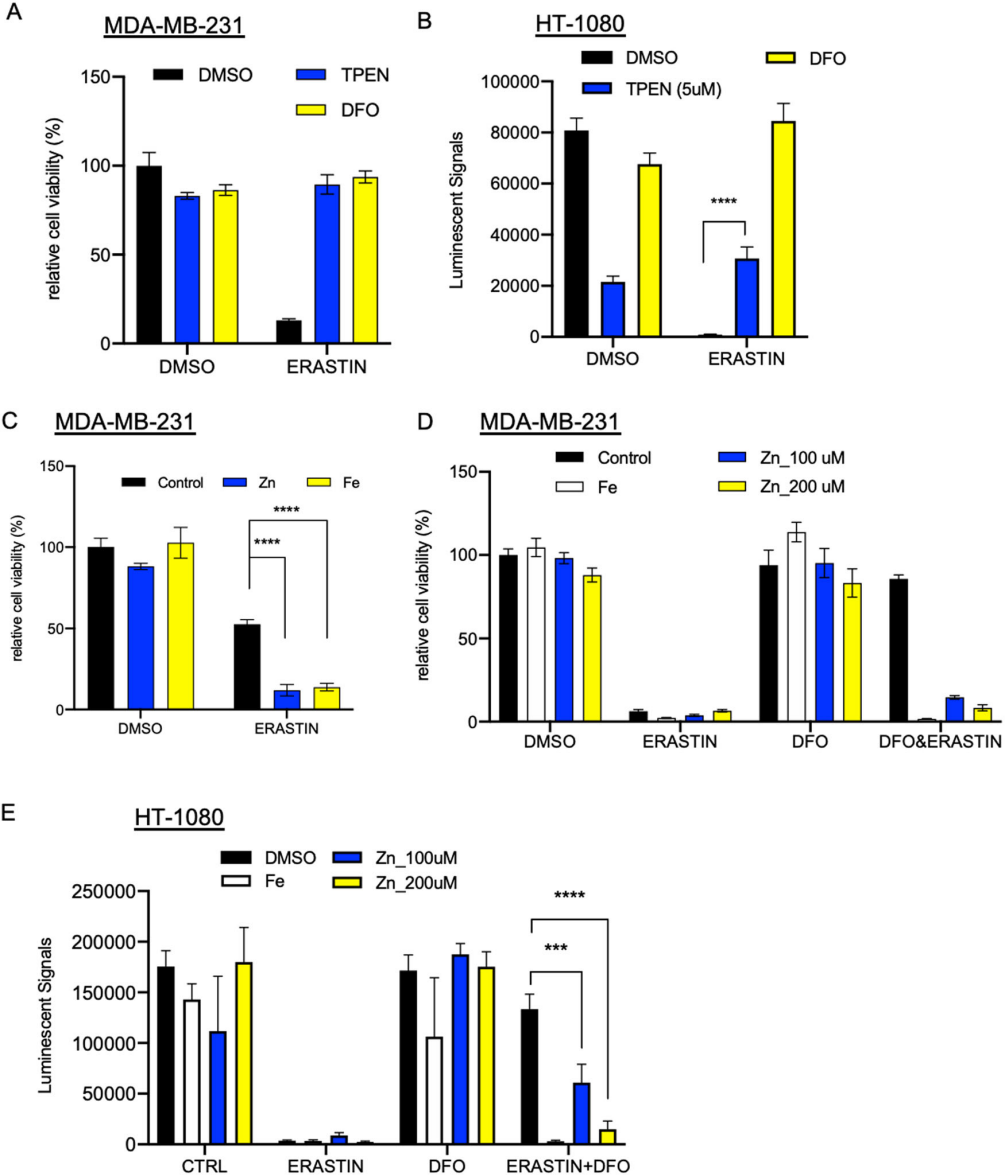
Zinc treatment affects ferroptosis susceptibility. **A** MDA-MB-231 cells were treated with DMSO, 5 μM TPEN (zinc chelator), 100 μM DFO (iron chelator) together with 10 μM erastin for 21 h. **B** HT-1080 cells were treated with DMSO, 5 μM TPEN (zinc chelator), 100 μM DFO (iron chelator) together with 10 μM erastin for 24 h. The data were represented as mean ± SD (*n* = 6; ****p < 0.0001; two-way ANOVA) (**C**) MDA-MB-231 cells were treated with 4 μM erastin alone or combined with 100 μM ZnCl_2_ or 25 μM Ferric Citrate for 24 h. The data were represented as mean ± SD (*n* = 3; ****p < 0.0001; two-way ANOVA). **D** Zinc addition mitigated the ferroptosis protective effects of an iron chelator. MDA-MB-231 cells were treated with 5 μM DFO, 25 μM ferric citrate, 100 or 200 μM ZnCl_2_ 10 μM erastin for 24 h. **E** HT-1080 cells were treated with 5 μM DFO, 25 μM ferric citrate, 100 or 200 μM ZnCl_2_, and 10 μM erastin for 24 hours. The data were represented as mean ± SD (*n* = 6; ***p = 0.0001; ****p < 0.0001; two-way ANOVA).

Next, we explored the relationship between iron and zinc metabolisms. We first blocked the erastin-induced ferroptosis by DFO, followed by the addition of either FC or ZnCl_2_. As expected, FC overcame the ferroptosis protection of DFO (Fig. 1D, E). Unexpectedly, ZnCl_2_

overcame the ferroptosis protection of DFO and re-sensitized cells to ferroptosis in both MDA-MB-231 (Fig. 1D) and HT-1080 (Fig. 1E). Therefore, the zinc levels significantly affect ferroptosis’s sensitivity, a cell death mechanism intimately associated with iron-dependency.

### Genome-wide RNAi screen reveals novel genetic determinants of ferroptosis

To identify the genetic elements and biological processes involved in the ferroptosis triggered by cystine deprivation, we performed a genome-wide siRNA screen using Qiagen Human whole-genome siRNA library v1.0 covered more than 22,000 genes in the human genome (Fig. 2A). There are at least four siRNAs for each target gene, of which two siRNAs are combined into two independent pools. The siRNAs were transfected to RCC4 for 72 h, and ferroptosis was triggered by cystine deprivation. Then, each treatment’s relative cell viability was measured by ATP content (CellTiterGlo) and normalized to cells grown under full media. The gene was identified as a putative hit when both RNAi pools mitigated the cell death to at least 40% viability. These criteria identified 388 genes as essential for ferroptosis (supplemental information, Table S1).

**Fig. 2:**
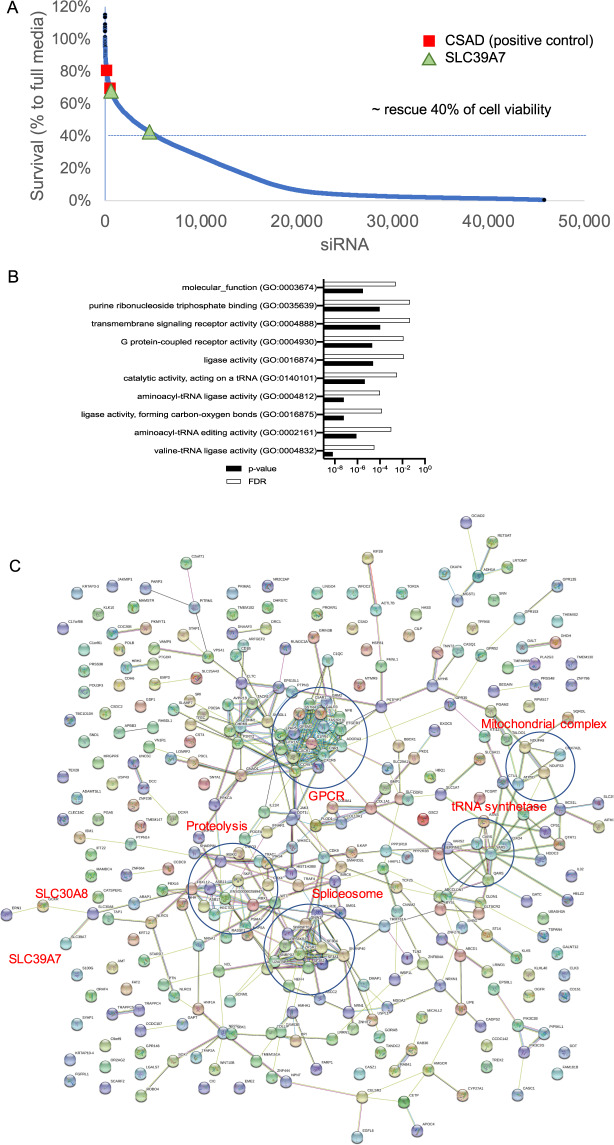
Genome-wide RNAi screens of cystine-deprivation mediated ferroptosis. **A** RCC4 cells were transfected with individual siRNA for 72 h. Cystine deprived medium (2 µM, 1% of regular media) was then applied for an additional 24 h before cell viability analysis. Cell viability is normalized to the viability in a regular medium with non-targeting siRNA on each microplate, then plotted against the rank of the viability of each siRNAs. CSAD is a positive control as shown in red squares. SLC39A7 (ZIP7) is shown in green triangles. **B**, **C** Gene Ontology (**B**), and String (**C**) analysis of 388 candidates were found to essential for ferroptosis on the screen. (FDR: false discovery rate, *P* < 0.05; *p*-value test type: Fisher’s exact).

The completed siRNA identified several genes previously known to be essential for ferroptosis. One top hit is *CSAD* (Cysteine Sulfinic Acid Decarboxylase), which mediates the limiting steps of taurine synthesis from cysteine. As previously shown^20^, the knockdown of CSAD could block the taurine synthesis to preserve the cysteine for GSH synthesis to neutralize the ROS and rescue ferroptosis. In addition, another top hit is *CARS*, which encodes the cysteinyl-tRNA synthetase. CARS was reported to be essential for ferroptosis since its depletion enhanced the transsulfuration pathway^20^. The genomic screen also identified several genes necessary for ferroptosis, including *MESH1* (the first cytosolic NADPH phosphatase^21^) and relevant TAZ-regulated target genes^22,23^. From the top identified hits, several processes were enriched based on Gene Ontology (GO) analysis^24^, including amino acid metabolism processes, ubiquitin-dependent proteasome activity, mitochondrial complex I, and vacuole ATPase activity (Fig. 2B). String analysis^25^ of protein-protein interactions identified the pathways of GPCR (G-protein coupled receptor) signaling, spliceosome, proteolysis, and tRNA synthetases (Fig. 2C). Some of these biological processes uncovered in our screens were also found to be essential for ferroptosis by other genome-wide screens^20,26^.

### The identification of zinc-related genes essential for ferroptosis

From the completed screens, we wish to identify zinc-related genes essential for ferroptosis. As mentioned above, zinc movement between different cell compartments is controlled by transporters in either the SLC39 family (ZIP) or SLC30 (ZNT) family. When all members of the ZnT/SLC30 and ZIP/SLC39A family were examined in the RNAi screening data, we found siRNA pools targeting ZIP7 (*SLC39A7*) and ZNT8 (*SLC30A8*) conferred robust ferroptosis protection (Fig. 2C). However, ZNT8 is known to be expressed mainly in the insulin-secreting β cells^27^ and not robustly expressed in most carcinoma cancer cells. Therefore, we focus on the ZIP7 as a potential zinc-related regulator of ferroptosis for further investigation.

### The genetic and chemical inhibition of ZIP7 protect cells against ferroptosis

Next, we wished to validate that ZIP7 was essential for ferroptosis. First, we found that ZIP7 knockdown by additional independent sets of siRNAs significantly rescued the ferroptosis of MDA-MB-231 cells induced by cystine deprivation (Fig. 3A, B) or erastin (Fig. 3C). Furthermore, the ferroptosis protection effects of the ZIP7 knockdown can be abolished by zinc supplementation in RCC4 (Fig 3D) and MDA-MB231 (Fig. 3E, F). This result was also validated by the CellTox-Green assay, which measured cell death based on the released cellular DNA (Fig S1A). Besides RCC4 and MDA-MB-231, we also observed ZIP7/zinc-dependency in other ferroptosis sensitive cells, such as HT-1080 (Fig S1B). Together, ZIP7 knockdown rescued ferroptosis of MDA-MB-231, RCC4, and HT-1080. Furthermore, ZnCl_2_ treatment abolished ferroptosis protection by ZIP7 knockdown.

**Fig. 3:**
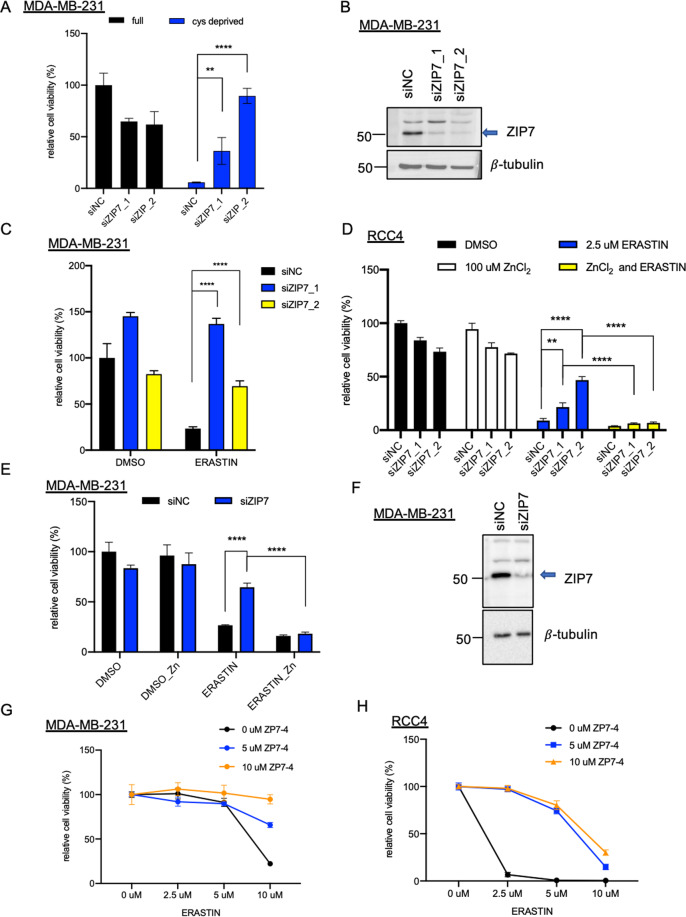
Validate the essential role of ZIP7 in ferroptosis by genetic and chemical means. **A**, **B**, **C** ZIP7 knockdown conferred resistance to cystine-deprivation or erastin mediated ferroptosis in MDA-MB-231 cells. **A** MDA-MB-231 cells were transfected with two independent siRNAs targeting ZIP7 for 48 h and treated with the cystine-deficient medium. **B** The knockdown efficiency of both ZIP7 siRNA in MDA-MB-231 was validated by the lower levels of ZIP7 protein (arrow) using Western blots. **C** MDA-MB-231 cells were transfected with indicated siRNA for 72 h and treated with 5 μM erastin for an additional 22 h before measuring the viability with CellTiter-Glo®. **D**, **E**, **F** ZIP7 knockdown conferred resistance to erastin-mediated ferroptosis in a zinc-dependent manner. **D** RCC4 cells were treated with non-targeting (NC) or individual ZIP7 siRNA for 48 h, followed by treatment of 100 μM ZnCl2, 2.5 μM erastin, or combination for an additional 24 h. **E** MDA-MB-231 cells were treated with siNC and ZIP7-targeting siRNAs for 50 h, followed by treatment of 100 μM ZnCl2, 10 μM erastin, or combination for 18 h. **F** The knockdown efficiency of ZIP7 siRNA in MDA-MB-231 was validated by Western blots (arrow for ZIP7). **G**, **H** ZIP7 inhibitor protected against erastin-mediated ferroptosis. MDAMB231 or RCC4 cells were pretreated with ZIP7 inhibitor (NVS-ZP7-4 (48 h for 231 and 24 h for RCC4) followed by the addition of erastin for an additional 24 h. The cell viability was measured by CellTiter-Glo®. The data were represented as mean ± SD (*n* = 3; **p < 0.01; ****p < 0.0001; two-way ANOVA).

A recent study identified a potent and specific ZIP7 inhibitor NVS-ZP7-4^18^. To determine whether the chemical inhibition of ZIP7 also protected ferroptosis, we treated the MDA-MB-231 with NVS-ZP7-4 together with erastin. We found that NVS-ZP7-4, similar to ZIP7 siRNAs, significantly reduced the erastin-induced death of MDA-MB-231 (Fig. 3G). Similar ferroptosis rescuing effects of NVS-ZP7-4 were also seen for RCC4 (Fig. 3H). Therefore, the inhibition of ZIP7 by both genetic and chemical means provided significant protection against ferroptosis. Collectively, these data indicate the critical role of ZIP7 and zinc transport for ferroptotic cell death.

### Transcriptome response to the ZIP7 knockdown

We hypothesized that the depletion of ZIP7 might protect ferroptosis by affecting gene expression. Therefore, we used RNA-Seq to profile the transcriptional response to ZIP7 knockdown when MDA-MB-231 was transfected with control or two ZIP7-targeting siRNAs in triplicates (Fig. 4A). 

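RNA was taken 96 h after transfection of MDA-MB-231, a triple-negative breast cancer cell line. There were 3 libraries for the non-targeting control siRNA (siNC), 3 for the first siRNA against ZIP7 (siZIP7_1) and 3 for the second (siZIP7_2), 9 in all. The authors deposited the number of reads counted on each Ensembl gene, without normalization. Reads with several alignments were absent from these counts. The paper's text does not name the aligner, the counting program or the genome build. Of the 58395 gene identifiers, 58275 were in GENCODE release 29 of GRCh38, which gave the gene symbols and positions reported here. Between 24153785 and 30454419 reads per library were counted on genes. The median was 28212443 for siNC, 28636809 for siZIP7_1 and 26452146 for siZIP7_2. Counts were normalized by edgeR's TMM method and are given as CPM, the count scaled to a common library size. A count of 3, the floor used here for a detected gene, was 0.124 CPM in the smallest library before its TMM factor was applied. This floor covers counting error only, and the paper's text names no molecular identifiers. The low-count filter of edgeR kept 16761 genes. Each siZIP7 group was compared with siNC, and the siZIP7 groups with each other, by edgeR's quasi-likelihood test in one fit to all libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error (SE) of a log2 fold change was its size divided by the square root of the test's F value. The biological coefficient of variation was 4.50%. The first principal component held 61.4% of the variance and the second 31.3%. Pairs of libraries within a group differed by 2.49 to 6.66 in chi-squared per gene (9 pairs), where counting error alone gives 1, and pairs from different groups by 176 to 317 (27 pairs). The latter were 176 to 192 for siNC and siZIP7_1, 234 to 255 for siNC and siZIP7_2, and 290 to 317 for the siZIP7 groups. By this measure the siZIP7 groups lay further from each other than either did from siNC. The labels number the libraries of each group from 1 to 3. After the group means were removed, libraries of the same number had a mean correlation across genes of 0.0115 and libraries of different numbers one of -0.00579. No sequencing batch was named in the labels or the paper.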

We performed zero transformation against the average of the three control (siNC) samples, filtered the genes based on the change of at least 1.8-fold in four samples, and arranged by hierarchical clustering (Fig. 4A). We found that both ZIP7 siRNA consistently repressed 1012 genes and induced 1649 genes (Fig. 4A). 

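The filter was applied to log2(CPM + 1) minus the mean of the siNC libraries. A gene was counted as induced or repressed when it was at least 1.8-fold higher, or lower, in at least 4 of the 6 siZIP7 libraries. The normalization, the pseudocount and the low-count filter are not named in the paper's text. With these settings 470 genes were induced and 483 were repressed. Because 4 libraries were enough, a gene could pass with all libraries of one siRNA and 1 of the other, and 289 genes were induced and 298 repressed in all 6. The setting that moved the counts most took changes in either direction, a pseudocount of 0.1 and no low-count filter, and gave 1948 induced and 1203 repressed genes. It was chosen after seeing the data. In the edgeR comparison, 11851 genes were past the threshold with siZIP7_1, of which 5829 were higher and 6022 lower. With siZIP7_2 there were 13038, of which 6450 were higher and 6588 lower. These were 70.7% and 77.8% of the genes tested. With the replicate number as a block in the fit (replicate block), the counts were 11927 and 13080 genes. Tested against a change of 1.8-fold with glmTreat, the alternative that moved these counts most, 2836 and 4134 genes passed. There the higher genes outnumbered the lower ones, at 1442 and 1394 with siZIP7_1 and at 2343 and 1791 with siZIP7_2. Both siRNAs raised 2971 genes and lowered 3490, a balance that changed direction with upper-quartile normalization (3361 raised and 3070 lowered) and with glmTreat (502 and 332). A further 3140 genes were past the threshold with each siRNA in opposite directions, 32.7% of the 9601 genes changed by both. All 470 induced genes and 482 of the repressed genes were among those that both siRNAs changed in that direction. Across genes, the log2 fold changes of the siRNAs had a Pearson r of 0.243 and a Spearman rho of 0.302, where genes are not independent replicates. Both fold changes were taken against the same siNC libraries, which alone can make them correlate. With siZIP7_2 or siZIP7_1 as the control group, more genes (9016 and 7013) changed in one direction in the other groups than with siNC (6461). The agreement thus does not by itself show a shared response to the knockdown. Among genes with a mean of at least 1 CPM, the mean of the log2 fold changes was highest for KRTAP4-8, FLI1, TMC8, VWF and XIRP1, and lowest for HLA-DOA, HAS2, CD96, SYT2 and SLC39A7.

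**Figure D1:**
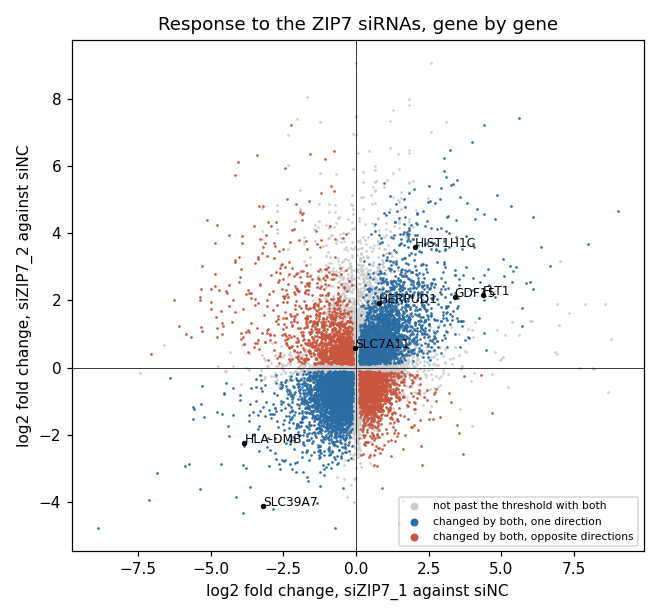
Each point is a gene, with its log2 fold change against siNC with siZIP7_1 on the x axis and with siZIP7_2 on the y axis. Blue genes were past the threshold with both siRNAs in one direction, red genes (3140) in opposite directions, and grey genes were not past it with both.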

The repressed genes include ZIP7 (SLC39A7) and many Major Histocompatibility Complex (MHC) genes, including HLA-F, HLA-DQB2, HLA-QB1, and HLA-DMB. 

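SLC39A7 (ENSG00000112473) lies on chromosome 6 of GRCh38 from 33200445 to 33204439 on the plus strand, and 8.58% of its exonic length overlaps RXRB. Its expression was 329 ± 12.5 CPM (SD, n = 3) with siNC, 35.6 ± 2.83 CPM (SD, n = 3) with siZIP7_1 and 19.2 ± 1.45 CPM (SD, n = 3) with siZIP7_2. The log2 fold change was -3.20 with siZIP7_1 (SE 0.058, adjusted p = 7.38e-27 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -4.10 with siZIP7_2 (SE 0.063, adjusted p = 1.16e-28 from the same test). These values leave 10.8% and 5.84% of the siNC expression. The alternative that moved the log2 fold change of SLC39A7, siZIP7_2 against siNC, most was upper-quartile normalization, at -3.99. The named MHC genes lie on the same chromosome, HLA-F from 29722775 to 29738528, HLA-DQB1 from 32659467 to 32668383, HLA-DQB2 from 32756098 to 32763534 and HLA-DMB from 32934629 to 32941070. The gene written as HLA-QB1 was read as HLA-DQB1, the label in Fig. 4A. HLA-F fell from 3.92 ± 0.531 CPM with siNC to 0.998 ± 0.0575 CPM with siZIP7_1 and 0.988 ± 0.0523 CPM with siZIP7_2 (SD, n = 3 each), and other genes overlap 28.5% of its exonic length. HLA-DMB fell from 12.2 ± 0.657 CPM to 0.852 ± 0.0847 CPM and 2.56 ± 0.267 CPM (SD, n = 3 each). HLA-DQB1 fell from 5.6 ± 0.49 CPM to 0.381 ± 0.0783 CPM and 1.11 ± 0.271 CPM (SD, n = 3 each). HLA-DQB2 was the least expressed, at 1.29 ± 0.268 CPM with siNC, 0.121 ± 0.108 CPM with siZIP7_1 and 0.229 ± 0.0346 CPM with siZIP7_2 (SD, n = 3 each). The log2 fold changes of these 4 genes lay between -3.85 and -1.98 with siZIP7_1 and between -2.47 and -1.99 with siZIP7_2, and each was past the threshold. All 5 genes also passed the 1.8-fold filter as repressed in all 6 siZIP7 libraries. HLA-DQB1 and HLA-DQB2 were not tested when at least 10 counts were asked for in every library, and HLA-DQB2 did not pass at 2-fold. In a hand-written list of MHC class II antigen presentation genes, 12 of the 13 tested genes were lower with both siRNAs, and in a list for MHC class I 14 of 17 were.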

The induced genes included genes involved in the endoplasmic reticulum (ER) stress (*ATF3*-Activating transcription factor 3) and *HERPUD1-*(Homocysteine Inducible ER Protein With Ubiquitin Like Domain 1), nucleosome assembly (HIST1H1C and HIST1H2AC), and cellular communications (GDF9, GDF15, FLT1, JAG2, and CCR10). 

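ATF3 (ENSG00000162772), on chromosome 1 from 212565334 to 212620777, rose from 15.0 ± 0.644 CPM with siNC to 25.8 ± 0.673 CPM with siZIP7_1 and 42.3 ± 1.42 CPM with siZIP7_2 (SD, n = 3 each). Its log2 fold change was 0.78 with siZIP7_1 (SE 0.066) and 1.49 with siZIP7_2 (SE 0.064). It was past 1.8-fold in 3 of the siZIP7 libraries, and HERPUD1 in 4. The histone genes HIST1H1C and HIST1H2AC, both on chromosome 6, rose with each siRNA. HIST1H1C was at 17.8 ± 2.08 CPM with siNC, 72.3 ± 12.2 CPM with siZIP7_1 and 214 ± 19.5 CPM with siZIP7_2 (SD, n = 3 each). HIST1H2AC was at 10.7 ± 1.38 CPM, 87.6 ± 12.3 CPM and 145 ± 10.1 CPM (SD, n = 3 each). Of 26 histone cluster genes tested, 16 were higher and 2 lower with both siRNAs. GDF15 rose more with siZIP7_1 (log2 fold change 3.39, SE 0.070) than with siZIP7_2 (2.10, SE 0.074), and so did FLT1 (4.36, SE 0.16, against 2.15, SE 0.21). Both differences between the siRNAs were past the threshold. JAG2 rose by 2.00 (SE 0.13) and 1.87 (SE 0.13) on the log2 scale, which did not differ between the siRNAs (log2 difference -0.13, adjusted p = 0.248 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GDF9 and CCR10 had low counts. GDF9 was at 0.447 ± 0.136 CPM with siNC, 1.25 ± 0.152 CPM with siZIP7_1 and 2.57 ± 0.234 CPM with siZIP7_2 (SD, n = 3 each). CCR10 was at 0.639 ± 0.0826 CPM, 1.88 ± 0.0872 CPM and 3.14 ± 0.444 CPM (SD, n = 3 each), and other genes overlap 31.3% of its exonic length. Each was past 1.8-fold in 3 siZIP7 libraries with the pseudocount of 1, and both were counted as induced with a pseudocount of 0.1. All 9 genes were past the edgeR threshold with each siRNA. Of the 17 genes that the paper names for its RNA-seq data, 16 were past the threshold in the paper's direction with siZIP7_1 and 17 with siZIP7_2, and the counts were the same when the adjustment covered the 17 genes alone. Because the paper chose these genes from the same data, the counts do not test its choice.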

The top ten enriched biological pathways identified by Gene Set Enrichment Analysis (GSEA) include the enrichment of genes involved in autophagosome, N-glycan, or protein trafficking (Fig. 4B, C), consistent with previous reports^18,28^. 

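Enrichment was tested with a preranked test (fgsea, 10000 gene permutations) on 18 gene lists written by hand. The GO gene sets of Fig. 4B were not used here, and no list was written for protein trafficking. Genes were ranked by the signed square root of F for the mean of both siRNAs. Genes of one list are not independent, and permuting genes does not allow for that. The autophagosome list had a normalized enrichment score (NES) of 2.27 (adjusted p = 0.000675, permutation test with Benjamini-Hochberg adjustment over the 18 lists), and its unadjusted p was the smallest that the permutations could give. The NES was 2.08 with siZIP7_1 alone and 1.74 with siZIP7_2 alone. Of its 78 tested genes, 37 were higher and 7 lower with both siRNAs. Ranked by log2 fold change, which moved it most, the NES was 1.68. The N-glycan processing list had an NES of -0.87 (adjusted p = 0.680, from the same permutation test). Of its 39 tested genes, 9 were higher and 10 lower with both siRNAs. Its NES was -0.92 with siZIP7_1 and 1.01 with siZIP7_2, neither of them past the threshold. The direction of this list also changed with at least 10 counts in every library, where the NES was 0.88.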

Besides, ZIP7 knockdown also leads to the depletion of rRNA processing, ncRNA processing, and ribosome biogenesis (Fig. 4B, D).

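The list of ribosome biogenesis and rRNA processing factors had an NES of -2.65 (adjusted p = 0.000595, permutation test with Benjamini-Hochberg adjustment over the lists), the smallest p that the permutations could give before adjustment. With siZIP7_1 alone the NES was -2.49, and with siZIP7_2 alone it was -2.74. Of the 163 genes tested, 120 were lower and 5 higher with both siRNAs. The median log2 fold change of the list was -0.43 with siZIP7_1 and -0.64 with siZIP7_2. The cytosolic ribosomal proteins, a separate list, had an NES of -2.66, and 71 of 79 genes were lower with both siRNAs.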

**Fig. 4:**
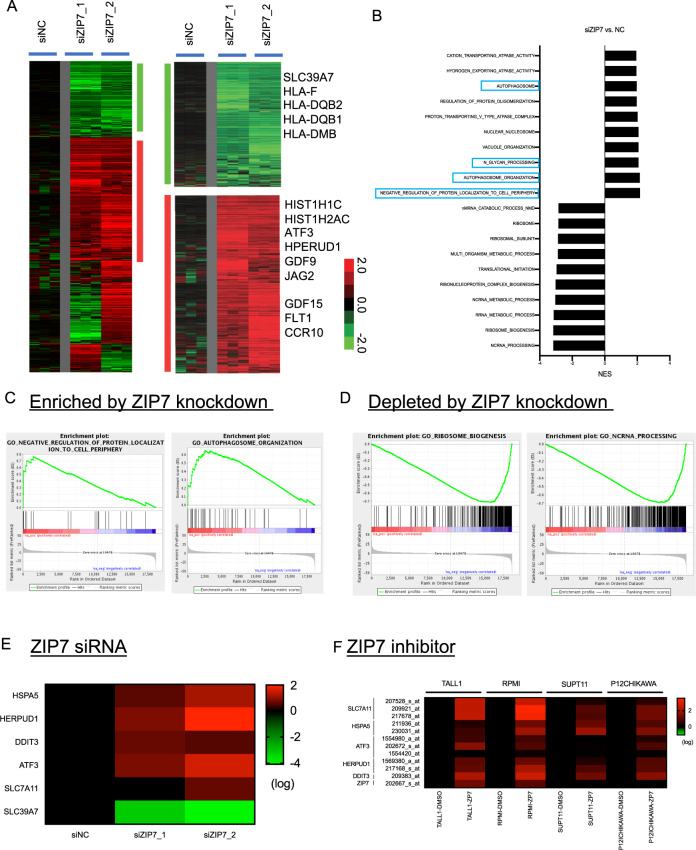
Transcriptome response to ZIP7 knockdown. **A** Heatmap of the transcriptional response to the ZIP7 knockdown. The names of selected induced (red) and repressed (green) were indicated. **B**–**D** GSEA analysis of the indicated GO: gene ontology (**B**) and showed gene-sets enriched (**C**) or depleted (**D**) by ZIP7 knockdown (*p* < 0.001)). **E**–**F** Heatmaps of the changes in the genes in the ER stress pathway in response to the treatments of either two siZIP7 (**E**) or ZIP7 inhibitor (**F**).

### ZIP7 inhibition induced ER stresses

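Among the gene lists, the unfolded protein response list had an NES of 1.94 for the mean of both siRNAs (adjusted p = 0.000675, permutation test with Benjamini-Hochberg adjustment over the lists), and its unadjusted p was also the smallest possible. It was 1.68 with siZIP7_1 and 1.95 with siZIP7_2. Of the 58 genes tested, 24 were higher and 6 lower with both siRNAs, and the median log2 fold change was 0.27 with siZIP7_1 and 0.39 with siZIP7_2. When genes were ranked by log2 fold change, the NES was 1.24 and was no longer past the threshold. The response was further divided into lists of targets of the transcription factors that drive it, whose activity was not measured. The mRNAs of XBP1 (log2 fold changes -0.72 with siZIP7_1 and -0.47 with siZIP7_2) and ATF4 (-0.21 and -0.66) were lower with both siRNAs. That of ATF6 went in opposite directions (0.24 and -0.41). The targets of IRE1-XBP1 and ATF6 had an NES of 2.08, with 18 of 32 genes higher and 3 lower with both siRNAs, and this list also lost the threshold when ranked by log2 fold change (NES 1.27). The ATF4 targets had an NES of -1.20 (adjusted p = 0.216, from the same permutation test), with 8 of 48 genes higher and 12 lower with both siRNAs.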

As noted, ZIP7 knockdown induced *ATF3* and *HERPUD1* in the ER stress or unfolded protein response (UPR) (Fig. 4A)^29,30^. Therefore, we examined the effects of ZIP7 knockdown on the genes in the ER/UPR pathways. From our transcriptome analysis, ZIP7 knockdown in MDA-MB-231 significantly induced the expression of *HSPA5* (heat shock protein family A member 5, or BIP), *HERPUD1* (homocysteine induced ER protein with ubiquitin-like domain 1), *DDIT3* (DNA-damage-inducible transcript 3, or CHOP), *ATF3* (activating transcription factor 3), and *SLC7A11* (cystine/glutamate transporter) (Fig. 4E). 

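HSPA5 (ENSG00000044574), on chromosome 9 of GRCh38 from 125234853 to 125241330, was at 754 ± 16.4 CPM with siNC, 1099 ± 40.6 CPM with siZIP7_1 and 1636 ± 172 CPM with siZIP7_2 (SD, n = 3 each). Its log2 fold change was 0.54 with siZIP7_1 (SE 0.057, adjusted p = 1.40e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.12 with siZIP7_2 (SE 0.058, adjusted p = 1.53e-16 from the same test). HERPUD1 (ENSG00000051108), on chromosome 16 from 56932048 to 56944863, was at 85.5 ± 0.889 CPM with siNC, 149 ± 7.14 CPM with siZIP7_1 and 324 ± 16.5 CPM with siZIP7_2 (SD, n = 3 each). DDIT3 (ENSG00000175197), on chromosome 12 from 57516588 to 57521737, was at 26.4 ± 0.350 CPM, 41.2 ± 2.24 CPM and 36.8 ± 2.27 CPM (SD, n = 3 each), and other genes overlap 39.6% of its exonic length. Its log2 fold change was 0.64 with siZIP7_1 and 0.48 with siZIP7_2, both past the threshold. SLC7A11 (ENSG00000151012), on chromosome 4 from 138164097 to 138242349, was at 340.5 ± 36.8 CPM with siNC and 336 ± 16.9 CPM with siZIP7_1, a difference smaller than the spread between libraries (SD, n = 3 each). Its log2 fold change with siZIP7_1 was -0.02 (SE 0.060, adjusted p = 0.777 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sign of this value changed with upper-quartile normalization, to 0.0057, and with at least 10 counts in every library, to 0.0032. With siZIP7_2 its expression was 511 ± 25.8 CPM (SD, n = 3), a log2 fold change of 0.59 (SE 0.060, adjusted p = 5.22e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference between the siRNAs was 0.61 on the log2 scale (adjusted p = 2.34e-10 from the same test). HSPA5 was past 1.8-fold in 3 of the siZIP7 libraries, and DDIT3 and SLC7A11 in none.

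**Figure D2:**
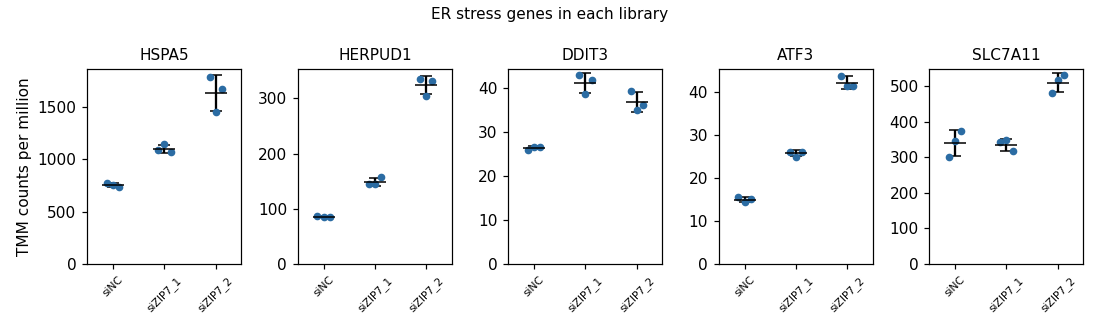
Expression of HSPA5, HERPUD1, DDIT3, ATF3 and SLC7A11 in CPM after TMM normalization, by siRNA. Each point is a library, and the bars show the mean and SD of 3 libraries, which for SLC7A11 are 340.5 CPM with siNC, 336 CPM with siZIP7_1 and 511 CPM with siZIP7_2.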

Consistently, one independent profiling of the transcriptional response of four different cell lines to ZIP7 inhibitors also revealed the induction of *HSPA5*, *HERPUD1*, *DDIT3*, *ATF3*, and *SLC7A11* mRNA (Fig. 4F)^18^. Therefore, ZIP7 inhibition by genetic and chemical means both robustly activated ER stress expression program. This finding is consistent with previous reports of the induction of ER stresses upon ZIP7 removal in multiple biological contexts and model organisms^18,31,32^.

Since ER stress was induced by erastin^33^ and implicated in ferroptosis^34,35^, we tested if induction of ER stress is associated with ZIP7-mediated ferroptosis protection in our systems. ER stress can be triggered by brefeldin A (BFA) or tunicamycin, both of which protected cells against ferroptosis (Fig. 5A, B). Therefore, we speculated that the induction of ER stress genes might contribute to the ferroptosis protection upon ZIP7 inhibition. Among these ER stress genes induced by ZIP7 inhibition, HSPA5 has been previously reported to protect against ferroptosis^34^. However, the knockdown of HSPA5, together with ZIP7, did not mitigate the ferroptosis protection (data not shown). Therefore, we tested the role of other ER stress genes induced by ZIP7 knockdown.

**Fig. 5:**
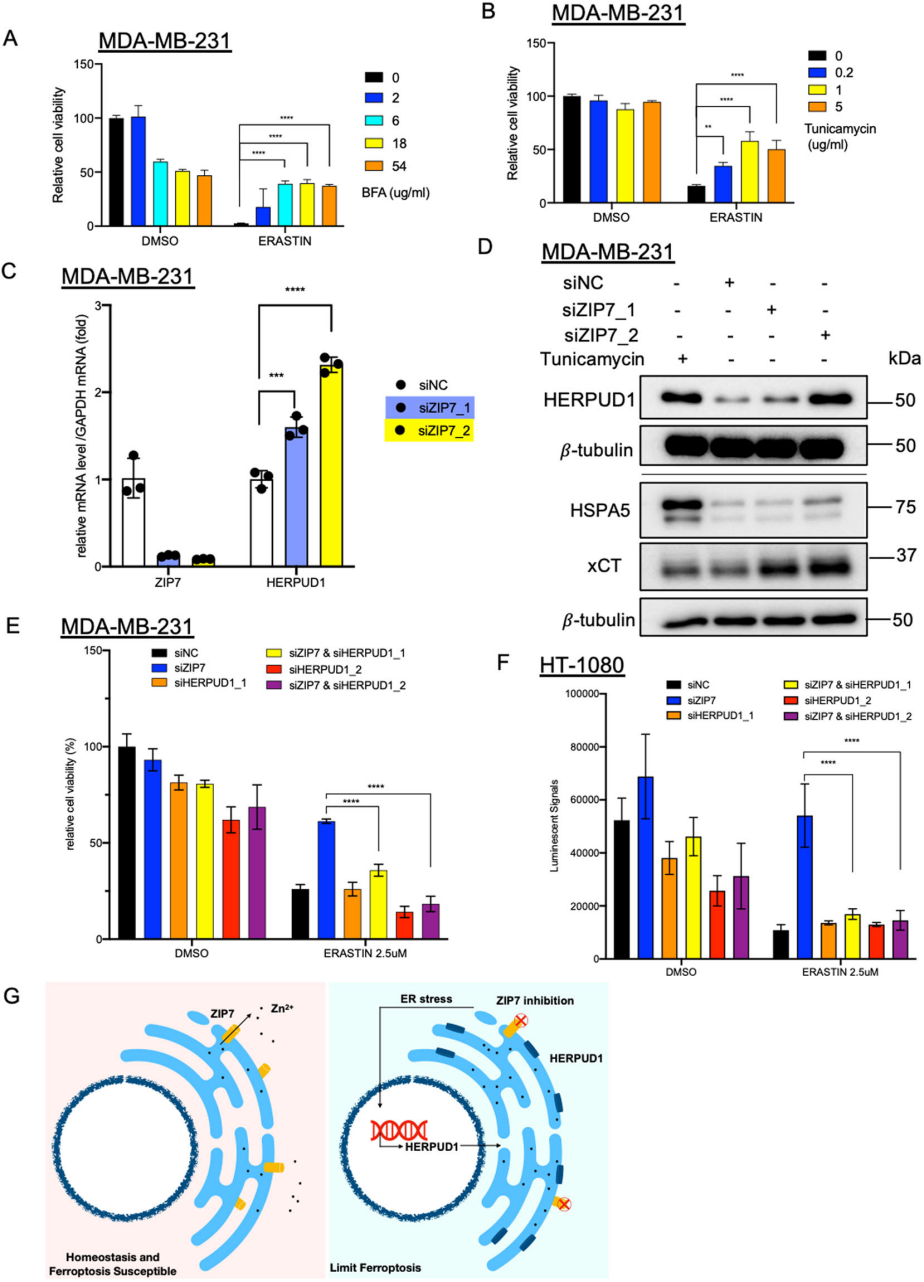
ER stress response and HERPUD1 induction confer ferroptosis resistance mediated by ZIP7 inhibition. **A**, **B** Mild induction of ER stress by chemical means protected cells against ferroptosis. MDA-MB-231 cells were pretreated with Brefeldin A (BFA, A) or tunicamycin (**B**) for 3 h, followed by 10 uM erastin for 24 h before measuring the viability with CellTiter-Glo®. The data were represented as mean ± SD (*n* = 3; ** *p* < 0.01; ****p < 0.0001; two-way ANOVA). **C** The changes in the levels of ZIP7 and HERPUD1 mRNA upon ZIP7 knockdown was validated by qRT-PCR. MDAMB231 cells were transfected with ZIP7 siRNA, and RNA samples were collected for qRT-PCR after 48 h of transfection. The data were represented as mean ± SD (*n* = 3; ***p < 0.001; ****p < 0.0001; one-way ANOVA). **D** Induction of HERPUD1 and xCT protein upon ZIP7 knockdown. Cell lysates were collected after 72 h transfection of non-targeting control (NC) or ZIP7 siRNA. For tunicamycin control, cells were treated with 0.2 μg/ml of tunicamycin for 20 h. **E**, **F** HERPUD1 induction conferred ZIP7-mediated ferroptosis resistance. MDAMB231 (**E**) or HT-1080 (**F**) cells were transfected with either siNC, or siZIP7_2, siHERPUD1, or both siRNAs for 48 h, and treated with the indicated concentration of erastin for an additional 24 h. The cell viability was measured by CellTiter-Glo®. The data were represented as mean ± SD (*n* = 3; ****p < 0.0001; two-way ANOVA). **G** Working model for ZIP7 knockdown mediated ferroptosis resistance. ZIP7 exports zinc ion into the cytosol from ER to maintain zinc homeostasis. In the absence of ZIP7, zinc accumulates in the ER, triggering ER stress response and the induction of HERPUD1 mRNA and protein expression to protect cells against ferroptosis.

HERPUD1 is a well-established ER stress-induced gene and a potential candidate in our study since its expression is strongly induced by both siZIP7 (Fig. 4D) and ZIP7 inhibitors (Fig. 4E). 

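HERPUD1 had a log2 fold change of 0.80 with siZIP7_1 (SE 0.050, adjusted p = 1.71e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.92 with siZIP7_2 (SE 0.050, adjusted p = 2.41e-23 from the same test). The siNC libraries lay between 84.7 and 86.4 CPM, the siZIP7_1 libraries between 144.5 and 157 CPM and the siZIP7_2 libraries between 305 and 335 CPM. The rise with siZIP7_2 was larger by 1.12 on the log2 scale (SE 0.049, adjusted p = 1.59e-18 from the same test), and the ranges of the groups did not overlap. HERPUD1 was not counted by the 1.8-fold filter when all 6 siZIP7 libraries, or a 2-fold change, were asked for. From the induction by both siZIP7 and by ZIP7 inhibitors, the paper reasons that HERPUD1 is a candidate among the ER stress genes for the protection from ferroptosis. The inhibitor data of that reasoning were not analysed here.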

First, qRT-PCR revealed that HERPUD1 mRNA was significantly upregulated upon the ZIP7 knockdown (Fig. 5C). HERPUD1 protein was also elevated by tunicamycin and by both siZIP7s siRNA (Fig. 5D). Meanwhile, we also observed induction of xCT protein, but not HSPA5, by two ZIP7 siRNAs (Fig. 5D). The lack of increased HSPA5 protein was consistent with the inability of HSPA5 to mitigate the ferroptosis protection upon the ZIP7 knockdown. Most importantly, the knockdown of HERPUD1 significantly mitigated the ferroptosis protection by ZIP7 inhibition in both MDA-MB-231 and HT-1080 (Fig. 5E, F). Therefore, the induction of *HERPUD1* contributed to the ferroptosis protection of ZIP7 inhibition. In sum, our study supports a model in which ZIP7 depletion and inhibition protect ferroptosis. The ZIP7 inhibition triggered the ER stresses, which triggered the induction of the *HERPUD1* mRNA. The translated HERPUD1 protein will then migrate back to the ER and mediate an unknown process to protect ferroptosis (Fig. 5G).

## Discussion

This study has provided compelling evidence that zinc and ZIP7 regulate ferroptosis, a regulated cell death process previously only known to be iron-dependent. Through the careful analysis of all zinc transporters in our RNAi screens, we identified ZIP7 as a novel determinant of ferroptosis. The genetic and chemical inhibition of ZIP7 robustly protects cancer cells from ferroptosis. We also found that ZIP7 knockdown may protect ferroptosis by upregulating HERPUD1, a well-known gene induced during ER stresses. Together, these data strongly indicate the unexpected role of ZIP7 in regulating ferroptosis through maintaining ER homeostasis and organellar communication.

Zinc is an essential metal required for the regulation of proliferation, metabolism, and cell signaling^36^. Zinc serves as an important intracellular second messenger^37^. Zinc deficiency leads to impaired immunity, growth retardation, poor wound healing, hair loss, diarrhea, delayed sexual maturation^38^. On the other hand, zinc toxicity may lead to nausea, vomiting, diarrhea, altered copper and iron function, and reduced immune function^38,39^. Given zinc’s importance, the levels and distribution of zinc are tightly regulated by the ZIP and ZnT family of zinc transporters, and their dysregulations lead to various pathological conditions^17,36^. ZIP7 regulates cytosolic zinc levels by allowing the transport of zinc from the ER and other organelles^40^. The importance of ZIP7 during development at the organismic levels is shown by the various phenotypic manifestation of ZIP7 deficiency. *Zip7*-deficient mice are embryonic lethal, and the hypomorphic alleles or tissue-specific removal of *Zip7* in mice blocks B cell development^41^, the dermis^32^, and death of intestinal progenitors^31^. The loss-of-function of ZIP7 homolog in *Drosophila* and zebrafish also resulted in defects in wings^42^ and neurodevelopment^43^. Therefore, ZIP7 is an evolutionarily conserved regulator critical for the proper development of multiple model organisms.

ZIP7 has been previously shown to regulate ER homeostasis, and ZIP7 removal triggered ER stress in the intestine^31^, heart^44,45^, and dermis^32^. ZIP7 removal leads to zinc accumulation in ER, which inhibits disulfide isomerase and results in protein aggregation and ER stress^32^. Consistent with these previous reports, we found that ZIP7 inhibition in cancer cells also triggered ER stress responses. Herpud1 is an ER membrane protein induced by ER stresses^46^. Herpud1 facilitates the retro-translocation of proteins from the ER to the 26 S proteasome in the cytosol for proteolytic elimination^47–49^. Interestingly, a recent study has shown that HERPUD1 protected cells from H_2_O_2_-induced cell death by regulating calcium flux by inositol 1,4,5-trisphosphate receptor (ITPR)^50^. Besides HERPUD1, other ER stress-associated genes may also contribute to ferroptosis protection. For example, xCT is expected to enhance the cystine import and GSH production to boost the ferroptosis inhibition of GPX4^51^. Therefore, the UPR-mediated induction of xCT may also contribute to the ferroptosis protection phenotypes of the ZIP7 knockdown. It is also important to point out that ZIP7 cannot fully explain the effects of zinc on ferroptosis. It has been estimated that 3000 proteins, representing ~10% of encoded mammalian proteins, interact with zinc^52^. Therefore, zinc may have much broader effects on other proteins and ferroptosis susceptibility.

Ferroptosis sensitivity is known to be associated with the various cancer cells which have developed resistance to chemotherapies or target therapeutics^23,53,54^. Interestingly, the activation of ZIP7 is indicative of tamoxifen-resistance and indispensable for the growth of resistant ER+ breast cancer^55^. Therefore, we found that activated ZIP7 is essential for ferroptosis, which may further connect the ferroptosis susceptibility to the treatment-resistant cells. Thus, ferroptosis may be used to target these ZIP7 activated tamoxifen-resistant ER+ breast tumors. The high expression/activation of ZIP7 may be used as biomarkers to identify tumor cells that are sensitive to these ferroptosis-targeting therapeutics.

Our results may have significant therapeutic implications. While triggering ferroptosis may have substantial therapeutic potential for human cancers, much remains unknown how best to select tumors that would be most responsive. Our results indicate that ZIP7 activation in tamoxifen-resistant ER+ breast tumors may be susceptible to various ferroptosis-inducing therapies. Ferroptosis is involved in many pathological conditions, such as neurodegeneration^56^, renal damages^57^, liver fibrosis^58^, cardiomyopathy^59^, and ischemia-reperfusion injuries^60^. Therefore, blocking ferroptosis using ZIP7 inhibitors may hold significant therapeutic potentials. Reciprocally, acute, and chronic zinc toxicity may result in many symptoms, including nausea, vomiting, loss of appetite, abdominal cramps, diarrhea, and headaches. Our results suggest that ferroptosis may contribute to the pathogenesis of these disease processes associated with excessive zinc.

## Materials and methods

### Cell culture and reagents

MDA-MB-231, HT-1080, and RCC4 cells were obtained from Duke Cell Culture Facility, maintained at 37 °C with 5% CO_2_, and cultured in Dulbecco’s Modified Eagle’s Medium (DMEM) with fetal bovine serum and penicillin/ streptomycin. Cell lines were authenticated by Duke CCF using short tandem repeats testing and tested mycoplasma-free. The siRNAs were obtained from the following source: ZIP7 siRNA_pool (Horizon, siGENOME SLC39A7 siRNA #M-007338-01-0005), ZIP7_1 (Horizon, #D-007338-03-0005), ZIP7_2 (Qiagen, FlexiTube siRNA, #SI04350367), HERPUD1 siRNA (Horizon, siGENOME D-020918-02-0005 (siHERPUD1_1) and D-020918-04-0005 (siHERPUD1_2)), ZnCl_2_ (Sigma, #39059), N,N,N′,N′-Tetrakis (2-pyridylmethyl) ethylenediamine (TPEN, Sigma, #P4413), ferric citrate (Sigma, #F3388), desferoxamine mesylate (DFO, Sigma, #D9533), erastin (Caymen Chemical, CAS 571203-78-6) and ZIP7 inhibitor (ZP7-4, MedChemExpress, #HY-114395 and 114395A).

### Genome-wide RNAi screen

Qiagen Human whole-genome siRNA library v1.0 was applied to clear cell Renal cell carcinoma cell line RCC4 for this screen. In the library, there are at least 4 different siRNA sequences targeting each gene, two of which are pooled together (“A + B”, “C + D”) in a well of a 384-well microplate. In each well, 1 nmole of pooled siRNAs were reverse transfected to 1000 RCC4 cells with 0.05 µl Lipofectamine RNAiMAX (ThermoFisher, 13778030) and 4.95 µl Opti-MEM (ThermoFisher, 11058021) and culture in 37 °C, 5% CO2, a humidified incubator for 72 h. Then DMEM media contains 2 µM cystine (Gibco 210130-24, supplement with L-Glutamine 4 mM, L-cystine 2 µM, and L-Methionine 30 mg/l) with 10% dialyzed fetal bovine serum (Sigma #F0392) is applied for 24 h in an incubator. Cell viability is measured by CellTiter-Glo luminescent cell viability assay (Promega, G7570) and normalized to the full media control on every plate.

### RNA extraction, primers, quantitative RT-PCR, and RNA-Seq

Total RNAs in MDA-MB-231 cells (96 h after siRNA transfection) were extracted with the RNeasy Mini Kit (QIAGEN #74104) with DNase I treatment (QIAGEN #79254). Single Read RNA sequencing was performed on the Illumina Hi-Seq 3000/4000 system at Sequencing and Genomic Technologies Shared Resource at Duke Center for Genomic and Computational Biology. The RNA-seq data were deposited into Gene Expression Omnibus (GEO) database with accession number GSE155437. To validate the differentially expressed genes uncovered from RNA-seq, cDNA was prepared using SuperScript II reverse transcriptase (Thermo Fisher Scientific #18064) with random hexamers. Quantitative RT-PCR was performed on the StepOnePlus platform (Applied Biosystems) using Power SYBR Green PCR Mix (Applied Biosystems, ThermoFisher Scientific). Primers used in the qRT-PCR were as follows: HERPUD1 (forward: 5’-TCTGGGAAGCTGTTGTTGGA; reverse: 5’-TTAGAACCAGCAGGCTCCTC), ZIP7 (forward: 5’-GGACACGCTCACAGTCATACA; reverse: 5’-CTCCTCGCCTCTTCTGAACC), and GAPDH (forward: 5’-GAGTCAACGGATTTGGTCGT; reverse: 5’-TTGATTTTGGAGGGATCTCG).

### Cell viability assay

In general, cells were pretreated (metal chelator, metal, or inhibitors) or transfected with ZIP7 siRNA for 48–72 h and treated with erastin or cystine deprivation for an additional 18–24 h as indicated in each experiment. The cell viability was determined by CellTiter-Glo (Promega), or cell death was determined by CellTox-Green (Promega) according to the manufacture’s instruction. The detailed conditions were described in the figure legends.

### Western blotting and antibodies

To evaluate the knockdown efficiency of ZIP7, cell lysates were collected by RIPA buffer 48 to 72 h after siRNA transfection. The proteins were then separated by SDS-PAGE and blotted against ZIP7 (Proteintech, #19429-1-AP), HERPUD1 (CST, #26730), HSPA5(CST, #3177), xCT (CST, #12691) or β-tubulin (Cell Signaling, CST, #2128 S) antibody as indicated. The blots were visualized by chemiluminescence and ChemiDoc Imager (Bio-Rad). The raw data for all blots are presented in supplemental Fig. 2.

### Statistical analysis

All data were presented as mean ± SD. The statistical analysis was performed by Prism 8. One-way or two-way ANOVA test was used as indicated in the figure legends.

## Supplementary information

Table s1

Figure S1 and S2

# Supplementary material for: Zinc transporter ZIP7 is a novel determinant of ferroptosis
**Source:** Cell Death Dis. 2021 Feb 19;12(2):198. doi: 10.1038/s41419-021-03482-5

**Figure S1 (related to Figure 3)**

(A) MDA-MB-231 cells were transfected with non-targeting (NC) or ZIP7 siRNA for 48 hours, and treated with erastin (5uM), ZnCl<sub>2</sub> (100uM) or combination for 48h. The amount of cell death was indicated by fluorescent signals generated from the Cell-Tox Green reagent. (B) HT-1080 cells were treated with non-targeting (NC) or individual ZIP7 siRNA for 48 hours, followed by treatment of 100uM ZnCl<sub>2</sub>, 2.5uM erastin or combination for additional 24 hours. The cell viability was indicated by the luminescent signals generated from CellTiter-Glo reagents. The data were presented as mean  $\pm$  SD (n=3; \* p=0.0114; \*\*\*\*p<0.0001; two-way ANOVA)

A

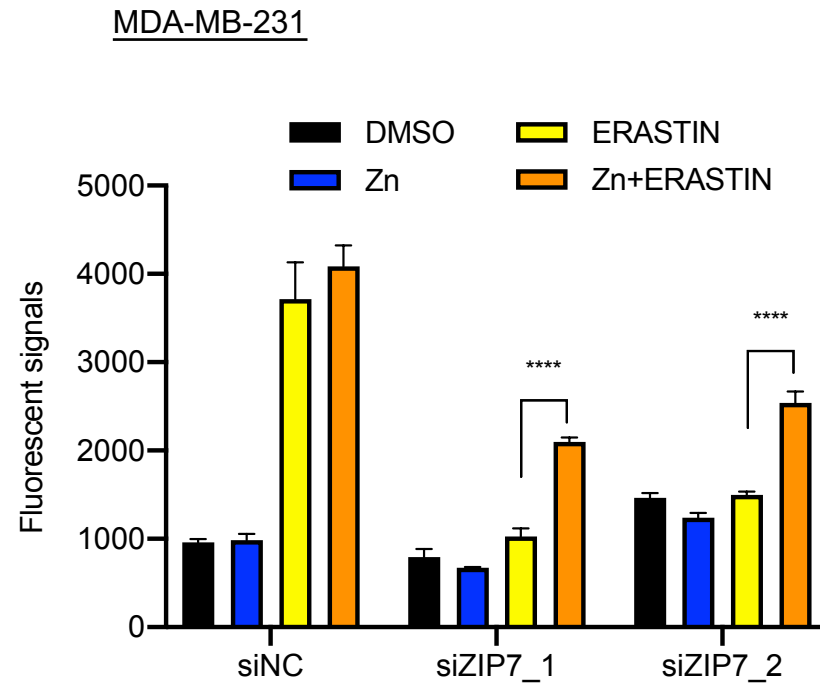

B

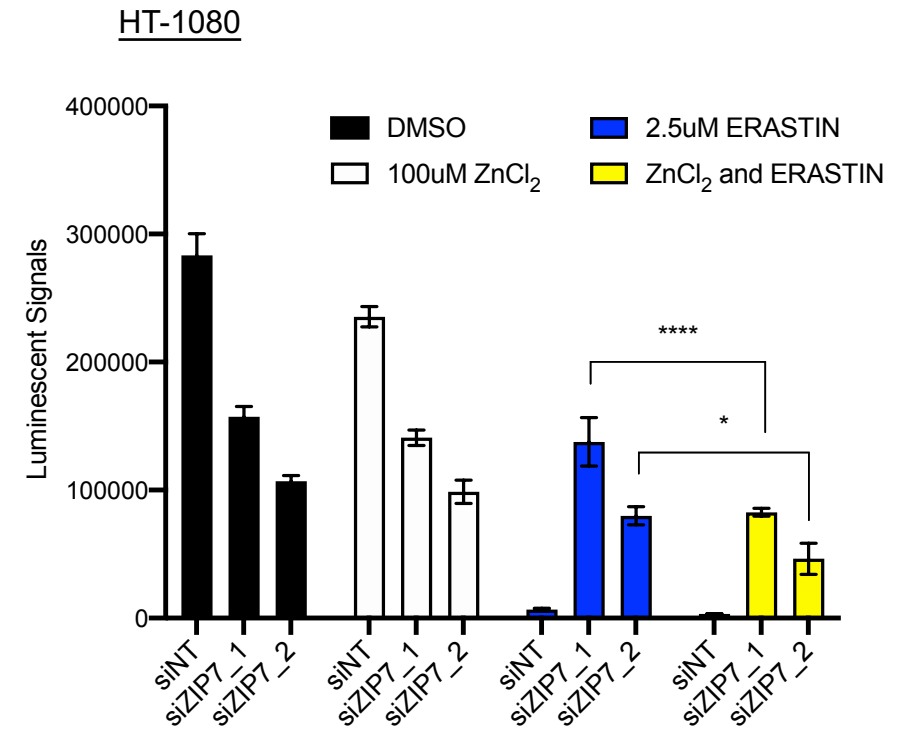

Figure S2 Original western blots for figures 3 and 5.

Related to Figure 3

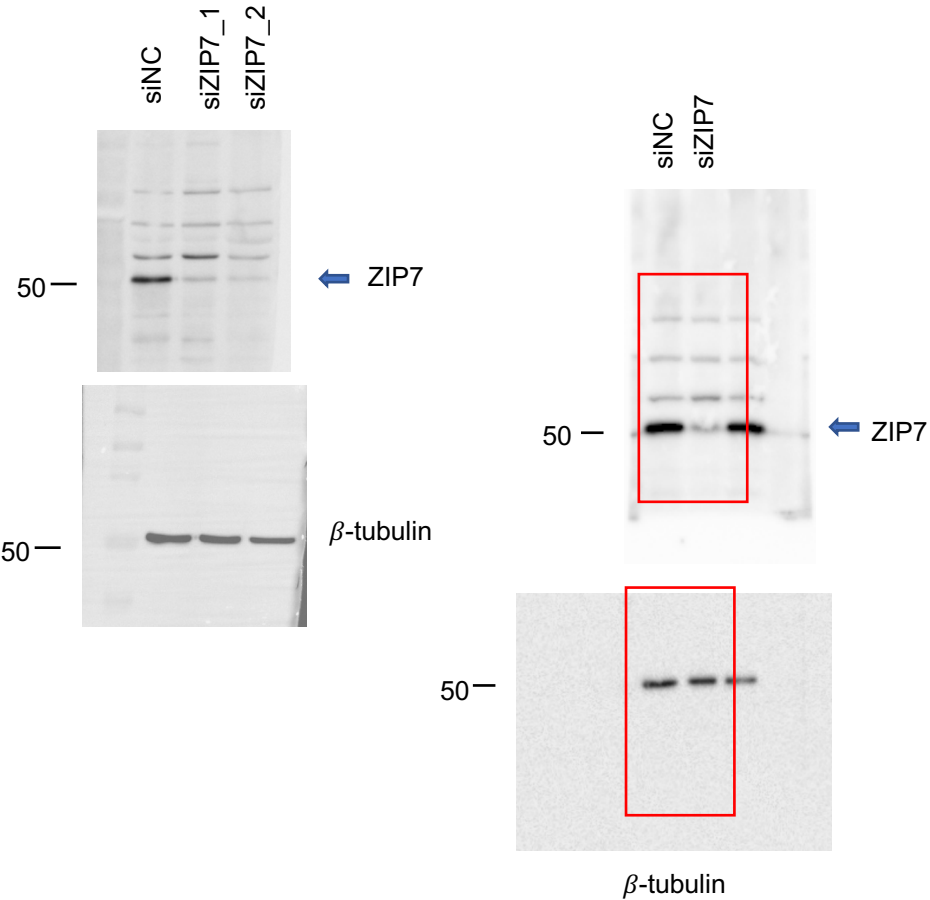

Related to Figure 5

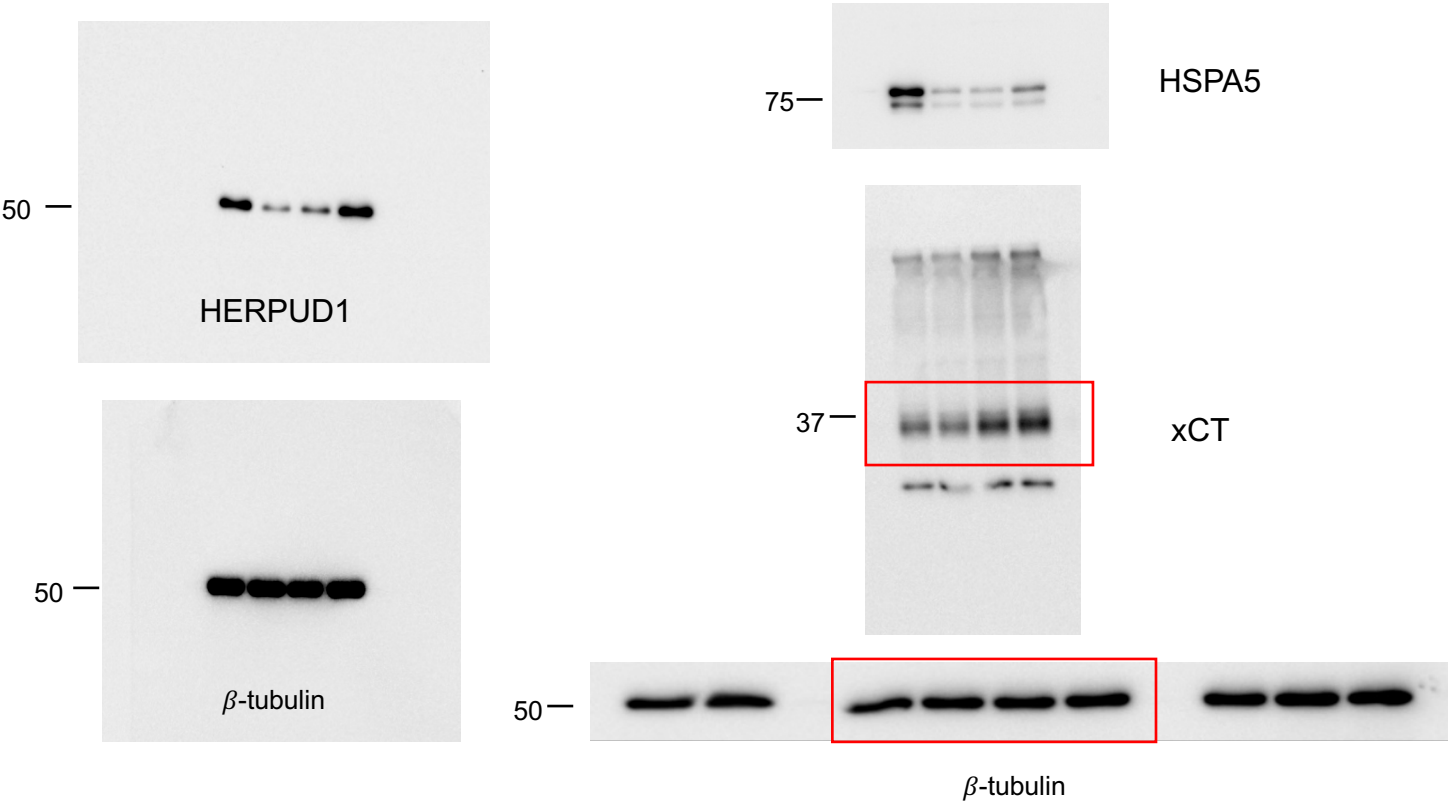

**Supplement:** Supplementary file 2 — Figure S1 and S2

How the deposited data were processed for this re-analysis (not part of the article)

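The RNA-seq data came from MDA-MB-231 cells taken 96 h after transfection with siNC, siZIP7_1 or siZIP7_2, with 3 libraries for each siRNA and 9 in all. The authors sequenced single reads and deposited raw counts of reads per Ensembl gene for each library, with no normalization. The deposited counts end in the counting program's own summary lines, which were left out. These show no reads with several alignments, so such reads were absent before counting. The aligner, the counting program, its strand setting and the genome build are not named in the paper's text. Of the 58395 identifiers, 58275 were in GENCODE release 29 of GRCh38, which gave symbols, positions, exonic lengths and the share of each gene's exonic length that other genes overlap.

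Between 24153785 and 30454419 reads per library were counted on genes. A floor of 3 counts was used for a detected gene, and a fold against a group whose libraries were all at or under it is given as a lower bound. Where a fitted log2 value is also printed for such a gene, its size is not supported by the counts. Groups were taken from the sample labels. The comparisons, the gene lists, the alternative settings and the rule for the genes named in the text were set before the data were examined, apart from 3 settings of the 1.8-fold filter that were added after its counts were seen. The tests of explanations concern patterns noticed in the same data. They were set before their own results were seen, apart from those of the depth of the knockdown and of the NRF2 list for SLC7A11, which were chosen after. By that rule, the named genes are those the paper names for its RNA-seq data, the 5 genes with the largest mean log2 fold change in each direction among genes with a mean of at least 1 CPM and an adjusted p-value under 0.05 in one direction with each siRNA, and the members of the SLC39, SLC30 and metallothionein families. CIITA was chosen later, as the regulator of MHC class II genes.

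Counts were analysed in R 4.3.3 with edgeR 4.0.16, using TMM normalization, its low-count filter over the groups, which left 16761 genes, and its quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. One fit with 3 groups covered all libraries, which leaves 6 residual degrees of freedom. The contrasts were siZIP7_1 against siNC, siZIP7_2 against siNC, siZIP7_2 against siZIP7_1, and the mean of the first pair. The 1.8-fold filter followed the paper's description, on log2(CPM + 1) minus the mean of the siNC libraries. The paper's clustering was replaced by asking for one direction. Its statistics section names ANOVA for the paper's data in general and names no test for genes in RNA-seq data. Enrichment was tested with fgsea 1.28.0 on hand-written gene lists, of which 18 of 19 had at least 5 tested genes, with 10000 gene permutations and a fixed seed.

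The steps were tested on simulated data in which the changed genes were known. With 181 changed genes among 16304, edgeR recovered 87.8% of them for siZIP7_1 and 97.2% for siZIP7_2, with 6.47% and 4.87% of its calls false. DESeq2 recovered 84.5% for siZIP7_1 and the 1.8-fold filter 76.2%. The planted changes were few and went in the same direction with both siRNAs. In the data, 70.7% of genes passed with siZIP7_1 and 77.8% with siZIP7_2. The simulation thus does not test the steps, TMM normalization among them, where most genes change. A planted list of 50 genes was recovered, and a planted 7-base word ranked first in 5 of 5 simulated sets. For the words, the real fold changes were first shuffled over genes. The simulated sets therefore hold no other word linked to a fall, as the real data may.

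The alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR, upper-quartile normalization, no low-count filter, at least 10 counts in every library, the replicate number as a block, a test against a 1.8-fold change (glmTreat), fits to the pair of groups compared, and each library left out in turn. For the lists they also included ranking by log2 fold change, each siRNA alone, a correction for GC content and gene length, and camera from limma 3.58.1 with an inter-gene correlation of 0.01. For the 1.8-fold filter they included a pseudocount of 0.1, DESeq2's size factors with log2(normalized count + 1), library size without TMM, all 6 siZIP7 libraries, a 2-fold change and the siNC library of the same replicate number as baseline. The settings added later were a pseudocount of 0.1 without a low-count filter, changes in either direction split by the sign of their mean, and both of these together. The viability, protein, qRT-PCR and inhibitor data were not analysed here. The hits in Table S1 were used only as a list of genes.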

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

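The tests below were set down before their results were seen, apart from the test of the depth of the knockdown and the test of the NRF2 list for SLC7A11, which were chosen after. The patterns themselves were noticed in the same data, so each explanation is a hypothesis.

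The siRNAs differed from each other in 13187 of 16761 genes, by edgeR's test of siZIP7_2 against siZIP7_1. In each of the 3 comparisons of a pair of groups, 1 of the 4 splits of the libraries that part every same-numbered pair gave as many genes, and it was the real one, so the design cannot give a small share. The other 3 such splits gave 0 genes in each comparison. At an unadjusted p under 0.05 they gave 37 to 45 genes for siZIP7_1 and siNC, 21 to 29 for siZIP7_2 and siNC and 15 to 31 for the siZIP7 groups. The 6 splits that left some same-numbered pairs together also gave 0 genes in each comparison, with 24 to 159, 13 to 28 and 15 to 38 genes at an unadjusted p under 0.05. For genes changed in one direction with both siRNAs, 3 of the 100 arrangements drawn from 108 gave as many as the real 6461. The other two kept the true groups whole and took siZIP7_2 (9016 genes) or siZIP7_1 (7013 genes) as the control. Of the 97 arrangements that mixed groups, 90 gave 0 genes. The other 7 kept one true group whole as the control and mixed the rest, and gave 2901 to 6333 genes, the largest close to the real count. For the 1.8-fold filter, 3 of the 27 choices of control libraries gave as many genes as the real 953. The other two took all siZIP7_2 (2332 genes) or all siZIP7_1 libraries (1570 genes) as controls, which keeps the true groups whole and changes the reference. The 24 choices that mixed groups gave 60 to 782 genes.

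Explanations of the difference between the siRNAs were tested in turn. A deeper knockdown with siZIP7_2 would make its changes larger versions of those with siZIP7_1, but 32.7% of the genes changed by both went in opposite directions. With every library thinned to the smallest total, 12880 genes still differed, which goes against library depth. GC content and gene length explained a share of 0.0101 of the variance of the difference, over the 99.8% of genes with both values. An siRNA can also lower transcripts that match its seed. Words of 7 bases in 3' UTRs were ranked by the t value of the fall in genes that carry them, not by its size. For siZIP7_1, the first-ranked word was CTACCAA, with an effect of -0.33 on the log2 scale over 1149 genes. It occurs in the SLC39A7 mRNA. For siZIP7_2, the first-ranked word was GGATTAC, with an effect of -0.21, and it does not occur there. The word thus lay in the SLC39A7 mRNA for 1 of the 2 siRNAs, and 13.0% of all words tested occur in that mRNA. Of the 10 first-ranked words, 6 occurred there for siZIP7_1, several of them overlapping one another, and 0 for siZIP7_2, whose first such word ranked 12. For the difference between the siRNAs, the first-ranked word was GTAATCC, with an effect of -0.19, 0 of the first 10 words occurred in that mRNA, and the first that did ranked 19. This ranking looks for genes lower with siZIP7_2 than with siZIP7_1, so it would not show a seed effect of siZIP7_1. The words fit a seed effect for siZIP7_1. They show none for siZIP7_2 but do not rule one out, because words linked to a fall for other reasons can rank above a seed. The difference cannot be told apart from such off-target effects, since the siRNA sequences were not used here. The interferon-stimulated list differed between the siRNAs (NES 1.67, adjusted p = 0.0148, permutation test with Benjamini-Hochberg adjustment over the 18 lists). It may account for the part of the difference that lies in its 56 genes. It was lower than siNC with siZIP7_1 (NES -1.58, with 31 genes lower and 14 higher) and was not past the threshold with siZIP7_2 (NES -0.91, with 24 genes lower and 20 higher). The list was thus not raised as a whole, but some of its genes were. IFIT1, IFIT2 and IFIT3, singled out after their values were seen, rose with siZIP7_1 (log2 fold changes 1.10, 0.66 and 1.41) and with siZIP7_2 (1.35, 1.69 and 1.46), and ISG15 rose with siZIP7_2 (1.12) and not with siZIP7_1 (-0.10).

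The genes that the paper names differed between the siRNAs in 14 of 17 cases. The log2 difference, siZIP7_2 minus siZIP7_1, was -0.89 for SLC39A7, 1.53 for HLA-DQB1, 1.59 for HLA-DMB, 0.71 for ATF3 and 1.12 for HERPUD1. The log2 difference was 1.57 for HIST1H1C, 0.73 for HIST1H2AC, 1.05 for GDF9, 0.73 for CCR10 and 0.57 for HSPA5, and it was -1.29 for GDF15, -2.21 for FLT1 and -0.16 for DDIT3. The genes with the largest changes were taken among those with a mean of at least 1 CPM. For these, the log2 difference was -4.28 for KRTAP4-8, -2.79 for TMC8, 2.11 for VWF and 2.81 for XIRP1. It was 2.95 for HAS2, 0.29 for CD96 and 1.81 for SYT2. Those of KRTAP4-8 and XIRP1 compare siZIP7 groups that are above the floor. HLA-DOA was at or under the floor of 3 counts in every siZIP7_1 library, and against that floor it was at least 3.36-fold higher with siZIP7_2 than with siZIP7_1. Its fitted log2 difference of 3.72 rests on counts of 0 or 1 with siZIP7_1 and of 6 to 16 with siZIP7_2 and is not a measured size. No explanation was tested for these genes one by one, beyond the tests of the difference as a whole, MHC genes and SLC7A11.

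Among the zinc transporters and metallothioneins, 3 of 4 tested metallothioneins, 9 of 10 SLC39 genes other than SLC39A7 and all 8 SLC30 genes differed between the siRNAs. The log2 difference was -1.13 for MT1E, 1.84 for MT1X and 1.23 for MT2A. In the SLC39 family the log2 difference was 0.29 for SLC39A1, 0.57 for SLC39A3, -0.83 for SLC39A4, 0.43 for SLC39A6, 1.45 for SLC39A9, 1.42 for SLC39A10, 0.76 for SLC39A11, -0.38 for SLC39A13 and 2.03 for SLC39A14. In the SLC30 family the log2 difference was 0.81 for SLC30A1, -0.53 for SLC30A3, -1.09 for SLC30A4, -0.19 for SLC30A5, -1.40 for SLC30A6, -0.29 for SLC30A7, -0.98 for SLC30A9 and 1.10 for SLC30A10. Past the threshold with each siRNA and in opposite directions were 5 SLC39 genes (SLC39A1, SLC39A3, SLC39A9, SLC39A10 and SLC39A14), and these were lower with siZIP7_1 and higher with siZIP7_2 under each normalization tried, although SLC39A1 with siZIP7_2 was not past the threshold without a low-count filter. Among the SLC30 genes this held for SLC30A1 (-0.26 with siZIP7_1 and 0.55 with siZIP7_2) and SLC30A9 (0.15 and -0.83) under each normalization, although SLC30A9 with siZIP7_1 was not past the threshold in 3 of the 9 fits that left out one library. SLC39A14, singled out after its values were seen, had log2 fold changes of -1.59 and 0.44. Other genes overlap 69.1% of the exonic length of SLC39A1. Of the metallothioneins, MT2A went in opposite directions (-0.24 and 1.00). No biological explanation of these differences was tested.

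Of the gene lists, 7 differed between the siRNAs by the permutation test of the difference. The NES of the difference was -1.39 for ribosome biogenesis and rRNA processing factors, -2.23 for cytosolic ribosomal proteins, -1.85 for the vacuolar proton ATPase and -1.76 for S phase and G2/M genes. It was 1.67 for interferon-stimulated genes, 1.83 for MHC class II antigen presentation and 1.80 for NRF2 targets. The ribosomal, MHC class II and cell cycle lists were lower with both siRNAs and differed in size, whereas the NRF2 targets had an NES of -1.76 with siZIP7_1 and 1.28, not past the threshold, with siZIP7_2.

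The fall of the MHC genes with both siRNAs was tested against 3 explanations. SLC39A7 lies inside the MHC region, but the 33 genes without HLA in their name within 1 Mb of it had a median log2 fold change at percentile 9.48 of random lists matched on expression, inside the random range. Lower interferon signalling would lower the interferon-stimulated list with each siRNA, but its adjusted p with siZIP7_2 was 0.623 (NES -0.91, permutation test). For the mean of both siRNAs the list was lower and past the threshold (NES -1.44, adjusted p = 0.0466, permutation test), with 17 of 56 genes lower and 8 higher with both. It was not past the threshold in that contrast without a low-count filter, with at least 10 counts in every library, with the replicate block, with the correction for GC content and gene length, with camera or in 5 of the 9 fits that left out one library. Lower interferon signalling with siZIP7_1 is thus not ruled out. CIITA, the regulator of MHC class II genes, fell by 3.45 on the log2 scale with siZIP7_1 and by 1.00 with siZIP7_2 and was lower than every siNC library in 6 of 6 siZIP7 libraries, with a larger adjusted p of 1.86e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Lower CIITA is therefore a candidate explanation for the class II genes, although these data do not show which change came first, and reads shared between HLA paralogs were not tested because reads with several alignments are absent from the counts.

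SLC7A11 differed between the siRNAs by 0.61 on the log2 scale and rose with siZIP7_2 alone. Its largest log2 fold change with siZIP7_1 under the other normalizations was 0.0057, which goes against library scaling. The ATF4 list without SLC7A11 leaned higher with siZIP7_2 than with siZIP7_1 but was not past the threshold (NES of the difference 1.11, adjusted p = 0.337, permutation test). Its genes were split. TRIB3 (log2 fold changes -0.16 with siZIP7_1 and 0.65 with siZIP7_2), ASNS (-0.61 and 0.45) and CEBPB (-0.49 and 0.91), singled out after their values were seen, went the way of SLC7A11, whereas CHAC1 (1.16 and -0.33) and PYCR1 (-0.26 and -1.57) went the other way. A part of the ATF4 response is thus not ruled out. Reads of the overlapping SLC7A11-AS1 came to 0.114% of the SLC7A11 reads with siZIP7_2, too few to explain the rise. The NRF2 list without SLC7A11 was higher with siZIP7_2 than with siZIP7_1 (NES of the difference 1.77, adjusted p = 0.0148, permutation test). NRF2 activity that differs between the siRNAs may therefore explain the difference in SLC7A11. The fit is partial, because the full NRF2 list was lower with siZIP7_1, where SLC7A11 did not change, and was not past the threshold with siZIP7_2, where SLC7A11 rose. None of this can be told apart from an off-target effect of either siRNA.

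The paper does not discuss the 5 genes with the largest mean rise among genes with a mean of at least 1 CPM. The mean log2 fold change of the siRNAs was 5.83 for KRTAP4-8, 4.99 for FLI1, 4.97 for TMC8, 4.53 for VWF and 4.44 for XIRP1, above the siNC libraries. With siNC, KRTAP4-8, FLI1 and XIRP1 were at or under 3 counts in every library, so the sizes of their fitted values are not measured and only bounds can be given. Against that floor, KRTAP4-8 was at least 176-fold higher with siZIP7_1 and at least 8.90-fold higher with siZIP7_2, FLI1 at least 20.5-fold and 24.4-fold higher, and XIRP1 at least 5.77-fold and 40.3-fold higher. VWF rested on 0, 2 and 4 counts with siNC, so its fitted size is poorly fixed. With each library left out in turn, its log2 fold change ranged from 2.89 to 4.37 with siZIP7_1 and from 4.99 to 6.47 with siZIP7_2. No technical or biological explanation of these 5 genes was tested.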

How the results depend on the processing

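The counts of genes past the edgeR threshold were recomputed with DESeq2, with DESeq2's size factors in edgeR, with upper-quartile normalization, without a low-count filter, with at least 10 counts in every library and with the replicate number as a block. They lay between 10471 and 12259 for siZIP7_1, between 11142 and 14115 for siZIP7_2, between 2795 and 3361 for genes higher with both, between 3035 and 3607 for genes lower with both, and between 11231 and 14597 for genes that differ between the siRNAs. A fit to 2 groups only gave 11534, 12851 and 13015 genes for siZIP7_1, siZIP7_2 and the difference. Across the 9 fits that each left out one library, they ranged from 11291 to 11984, from 12633 to 13360, from 2775 to 2973, from 3261 to 3533 and from 12840 to 13458 genes. Tested against a 1.8-fold change with glmTreat, they fell to 2836, 4134, 502, 332 and 4725 genes. Upper-quartile normalization moved the median log2 fold change of all genes with siZIP7_2 from -0.0018 to 0.10 and the share of higher genes from 49.5% to 55.6%. Genes lower with both siRNAs outnumbered those higher with both, except with upper-quartile normalization (3361 higher and 3070 lower) and with glmTreat.

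The 1.8-fold filter depended on its settings. It gave 1254 induced genes with a pseudocount of 0.1, 1512 induced and 748 repressed with DESeq2's size factors and log2(normalized count + 1), 289 and 298 in all 6 siZIP7 libraries, and 303 and 279 at 2-fold. Of the settings chosen after seeing the data, a pseudocount of 0.1 without a low-count filter gave 1460 and 928, and changes in either direction with that pseudocount and no filter gave 1948 and 1203. It ranged from 397 to 482 induced and from 405 to 504 repressed genes across the 9 sets that each left out one library, where 4 libraries were still asked for. The same-numbered siNC library as baseline, as in a replicate block, gave 491 and 507. Of the settings changed singly, the pseudocount moved the induced count most, from 470 with a pseudocount of 1 to 1254 with 0.1. Library size without TMM gave 530 and no low-count filter 448. The setting with DESeq2's size factors also changes the scale of the pseudocount, so its shift cannot be credited to the size factors. Nothing further was tested about the cause of these changes.

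Ribosome biogenesis kept its direction and its side of the threshold under each alternative, and so did the autophagosome list. Across the fits that left out one library, the NES ranged from -2.67 to -2.60 and from 2.20 to 2.29. The unfolded protein response list did so as well, from 1.93 to 1.99, except that it was weaker when ranked by log2 fold change, with an NES of 1.24. The N-glycan list, never past the threshold, reversed to an NES of 0.88 with at least 10 counts in every library, 0.63 when ranked by log2 fold change, 1.01 with siZIP7_2 alone and 0.88 with the correction for GC content and gene length, and to a signed -log10 adjusted p of 0.15 with camera. The cause was not tested.

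For other genes and lists, 1685 of 1749 comparisons with an alternative kept direction and side of the threshold, 25 were weaker, 18 stronger and 21 reversed. The log2 fold changes that reversed had been small and not past the threshold. With siZIP7_2 these were SLC30A5 (0.0095 with DESeq2, 0.0095 with its size factors in edgeR, 0.084 with upper-quartile normalization and 0.052 with at least 10 counts), SLC30A7 (0.041 with upper-quartile normalization and 0.0088 with at least 10 counts), SLC39A4 (0.0067) and SLC39A8 (0.018), both with upper-quartile normalization. With siZIP7_1 it was SLC7A11, at 0.0057 with upper-quartile normalization and 0.0032 with at least 10 counts. With one library left out, log2 fold changes of both signs were found for SLC7A11 (-0.10 to 0.065) and SLC39A8 (-0.045 to 0.092) with siZIP7_1, and for MT1A (-0.36 to 0.044), SLC30A5 (-0.080 to 0.023) and SLC30A7 (-0.14 to 0.0088) with siZIP7_2. The SLC30 list reversed to an NES of 0.93 when ranked by log2 fold change and 0.70 with siZIP7_1 alone, and the NRF2 list to 1.28 with siZIP7_2 alone. The cause was not tested.

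Depth limits the genes near the floor of 3 counts. HLA-DOA with siZIP7_1 was at or under it in every library and was at least 30.0-fold lower than with siNC. With at least 10 counts in every library, there was no value for HLA-DQB1, HLA-DQB2, HLA-DOA, GDF9, KRTAP4-8, FLI1, TMC8, VWF, XIRP1, SYT2, SLC30A3 and SLC30A10. SLC30A10 with siZIP7_1 had none in the fit to 2 groups either.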

Differences from the paper's values

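By the 1.8-fold filter, 470 genes were induced, against the paper's 1649, and 483 were repressed, against the paper's 1012. Of the alternatives set before the data were examined, a pseudocount of 0.1 (1254 induced, 722 repressed) and DESeq2's size factors with log2(normalized count + 1) (1512 and 748) brought each count to within 1.5 times of the paper's, while remaining below it. Those that did not were no low-count filter (448 and 517), at least 10 counts in every library (483 and 396), library size without TMM (530 and 390), all 6 siZIP7 libraries (289 and 298), a 2-fold change (303 and 279), the same-numbered siNC library as baseline (491 and 507) and each library left out in turn (397 to 482 and 405 to 504). Further settings were chosen after seeing the values. Of these, a pseudocount of 0.1 without a low-count filter (1460 and 928) and changes in either direction with that pseudocount and no filter (1948 and 1203) were also within 1.5 times of the paper's counts, below and above them, and changes in either direction split by the sign of their mean (621 and 590) did not.

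The paper lists ATF3, GDF9 and CCR10 among the genes induced by both siRNAs. By the 1.8-fold filter they were not counted, as each was past 1.8-fold in 3 siZIP7 libraries. ATF3 was counted with library size without TMM. GDF9 was counted with a pseudocount of 0.1 and with DESeq2's size factors and log2(normalized count + 1), and with both settings chosen after seeing the values that use a pseudocount of 0.1. CCR10 was counted under those and also without a low-count filter, with at least 10 counts in every library, with library size without TMM and with the same-numbered siNC library as baseline. All 3 were higher with each siRNA by edgeR's test.

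From its RNA-seq data, the paper states that ZIP7 knockdown induced SLC7A11. The log2 fold change of SLC7A11 at 96 h was -0.02 with siZIP7_1, not past the threshold, and 0.59 with siZIP7_2. This concerns RNA only. The paper also reports that xCT protein, which SLC7A11 encodes, rose with both ZIP7 siRNAs at an earlier time. It further cites a data set in which ZIP7 inhibitors raised SLC7A11 mRNA. Neither was analysed here. With upper-quartile normalization the siZIP7_1 value was 0.0057, and it was not past the threshold under any alternative. HSPA5, DDIT3 and SLC7A11 were counted by the 1.8-fold filter under none of the settings, although the paper does not state that they passed it.

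The paper lists N-glycan genes among its enriched pathways. The hand-written N-glycan list, which is not the GO set of Fig. 4B, had an NES of -0.87 and was not past the threshold. Its NES was positive with at least 10 counts in every library (0.88), ranked by log2 fold change (0.63), with siZIP7_2 alone (1.01), with the correction for GC content and gene length (0.88) and with camera (signed -log10 adjusted p 0.15), and none of these passed the threshold.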

Other observations

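The tests on detected genes below were set before their results were seen.

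More genes had reads with siZIP7_2 (25305 to 26160) than with siNC (23081 to 23911) or siZIP7_1 (23641 to 24551). With every library thinned to 24153785 reads, the lowest siZIP7_2 library still had 1626 more genes with reads than the highest siNC library, which goes against library depth. In the siZIP7_2 libraries 12247 reads fell on genes without a read in siNC, and 4458 of these 30758 genes had reads. The test of genomic DNA or unspliced RNA as their source assumed reads spread by exonic length, which need not hold for unspliced RNA. The 10% of the genes with the most reads held 88.7% of the reads. This is 1.48 times the 59.9% of a draw proportional to length and above the largest of 100 such draws (61%), which goes against reads spread by exonic length alone. The ratio cannot pass 1.67 here, so the limit of 3 set for ruling out that source was out of reach and the test does not decide it. Reads that the deposited counts assign to no gene were 7.81 ± 0.429% (SD, n = 3) with siNC, 8.95 ± 0.995% (SD, n = 3) with siZIP7_1 and 10.8 ± 0.749% (SD, n = 3) with siZIP7_2. The test leaves open whether a part of the detected genes comes from such reads, and no biological explanation was tested.

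The genes of Table S1, the hits of the siRNA screen in RCC4 cells, were compared with the RNA-seq data of MDA-MB-231, another cell line. The 388 rows of the table gave 328 symbols, of which 303 matched the annotation and 213 were tested. The tests below therefore cover only a part of the 388 genes that the paper reports. Both siRNAs changed 87 of these in one direction (40.8%). Random lists of the same size matched on expression had a mean of 41.8%, and 95% of them lay between 35.7% and 48.4% (two-sided permutation test, p = 0.823, 10000 lists). By the 1.8-fold filter 17 (7.98%) were induced or repressed, against 6.02% in random lists (two-sided permutation test, p = 0.283).

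SLC30A8, which encodes ZNT8, had 1 read in the 9 libraries of MDA-MB-231 and was not tested.

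Further lists, on which the paper makes no claim from its RNA-seq data, were tested. For the vacuolar proton ATPase it does report enrichment among the hits of its siRNA screen (Fig. 2B). The NES for the mean of both siRNAs was 2.17 for cholesterol synthesis, where 14 of 25 genes were higher and 0 lower with both siRNAs, and -2.52 for S phase and G2/M genes, where 46 of 52 were lower with both. It was 1.93 for the vacuolar proton ATPase, with 2.15 for siZIP7_1 alone and 0.95, not past the threshold, for siZIP7_2 alone. It was 1.48 for p53 targets (adjusted p = 0.0557, permutation test with Benjamini-Hochberg adjustment over the 18 lists) with 13 of 28 genes higher and 4 lower with both siRNAs. The p53 list was past the threshold with siZIP7_2 alone (NES 1.58) and not with siZIP7_1 alone (NES 1.06), a difference that was not past the threshold when tested (NES 0.99). It also passed with camera, with at least 10 counts in every library, with the correction for GC content and gene length and in 2 of the 9 fits that left out one library. Ranked by log2 fold change, the cholesterol and vacuolar proton ATPase lists were no longer past the threshold.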
